# NAP1L5 Promotes Nucleolar Hypertrophy and Is Required for Translation Activation During Cardiomyocyte Hypertrophy

**DOI:** 10.3389/fcvm.2021.791501

**Published:** 2021-12-17

**Authors:** Ningning Guo, Di Zheng, Jiaxin Sun, Jian Lv, Shun Wang, Yu Fang, Zhenyi Zhao, Sai Zeng, Qiuxiao Guo, Jingjing Tong, Zhihua Wang

**Keywords:** cardiomyocyte hypertrophy, NAP1L5, translation control, nucleolar hypertrophy, ribosome assembly

## Abstract

Pathological growth of cardiomyocytes during hypertrophy is characterized by excess protein synthesis; however, the regulatory mechanism remains largely unknown. Using a neonatal rat ventricular myocytes (NRVMs) model, here we find that the expression of nucleosome assembly protein 1 like 5 (Nap1l5) is upregulated in phenylephrine (PE)-induced hypertrophy. Knockdown of Nap1l5 expression by siRNA significantly blocks cell size enlargement and pathological gene induction after PE treatment. In contrast, Adenovirus-mediated Nap1l5 overexpression significantly aggravates the pro-hypertrophic effects of PE on NRVMs. RNA-seq analysis reveals that Nap1l5 knockdown reverses the pro-hypertrophic transcriptome reprogramming after PE treatment. Whereas, immune response is dominantly enriched in the upregulated genes, oxidative phosphorylation, cardiac muscle contraction and ribosome-related pathways are remarkably enriched in the down-regulated genes. Although Nap1l5-mediated gene regulation is correlated with PRC2 and PRC1, Nap1l5 does not directly alter the levels of global histone methylations at K4, K9, K27 or K36. However, puromycin incorporation assay shows that Nap1l5 is both necessary and sufficient to promote protein synthesis in cardiomyocyte hypertrophy. This is attributable to a direct regulation of nucleolus hypertrophy and subsequent ribosome assembly. Our findings demonstrate a previously unrecognized role of Nap1l5 in translation control during cardiac hypertrophy.

## Introduction

The heart develops ventricular hypertrophy to compensate for increased hemodynamic workload under various stresses, and progressively leading to heart failure (1, 2). Cardiac hypertrophy is characterized by enlarged cell size and excess protein synthesis (3–5). Protein synthesis efficiency is fine-tuned at multiple steps, such as ribosomal gene transcription, ribosome assembly, ribosome export, and translation initiation, elongation and termination (6, 7). How translation activity is regulated during cardiac hypertrophy remains largely unexplored.

Primary regulation of translation occurs in nucleolus, where ribosomal DNA is transcribed and ribosome subunits are assembled. Cardiac hypertrophy is one of the first diseases identified to be associated with ribosomal DNA transcriptional disorders (8, 9). Accelerated polymerase I (PolI) transcription rate increases ribosome numbers during the development of cardiac hypertrophy (10). Upstream binding transcription factor (UBTF) has been shown to regulate PolI transcription activity in cardiac hypertrophy (11, 12). Despite these earlier observations, however, little progression has been made about translation control in heart diseases.

The mechanistic target of rapamycin (mTOR) plays a central role in protein synthesis by phosphorylating 70 kD ribosomal protein S6 kinase 1 (S6K1) and eukaryotic translation initiation factor 4E (eIF4E)-binding protein-1 (4E-BP1), which subsequently initiate a series of signal transduction to promote the operation of ribosomes (13, 14). Though generally thought to positively correlate with the pathogenesis of cardiac hypertrophy, there are numerous mysteries about the regulation and function of mTOR. Cardiac-specific ablation of raptor, the core component of mTOR complex 1 (mTORC1), impairs adaptive hypertrophy, but causes heart failure in mice (15). Simultaneous knockout of two genes encoding for S6K1, Rps6kb1, and Rps6kb2, has no effect on pressure overload-induced cardiac hypertrophy in mice (16). Interestingly, our previous study implicated that the activation of mTOR signaling is usually transient, and quickly fades out after hypertrophic stimulation (17). To what extent do the mTOR-dependent and the mTOR-independent mechanisms contribute to translational regulation during cardiac hypertrophy remains under question.

Nucleosome assembly protein 1 like (NAP1L) protein family has been identified as evolutionarily conserved histone chaperones assisting the assembly of nucleosomes with different histone variants (18–20). It consists of five members, namely NAP1L1-5, among which NAP1L1 is the member being firstly identified and best functionally characterized (21–23). In addition to a role in assisting H2A-H2B dimer incorporation into nucleosome, NAP1L1 also participates in gene expression regulation through epigenetic mechanisms (24, 25). Recently, NAP1L family members have been found to be functionally involved in cell proliferation and differentiation during development and human diseases, such as carcinoma and virus infection (26–40). In contrast, our knowledge about other family members is still limited. NAP1L5 is the newest member firstly identified in human liver malignancy as an imprinted gene (41, 42). Chang et al. found that the gene coding for NAP1L5 was hypomethylated in congenital heart diseases (43). However, the molecular function and the role of NAP1L5 in human diseases remains largely unknown.

Here we find that NAP1L5 expression is significantly upregulated in phenylephrine (PE)-induced cardiomyocyte hypertrophy. siRNA-mediated knockdown and adenovirus-mediated overexpression experiments suggest that NAP1L5 is required for the development of cardiomyocyte hypertrophy. Transcriptome analysis and puromycin incorporation assay reveal a crucial regulation of nucleolus hypertrophy, ribosome assembly and protein synthesis rate by NAP1L5. Our findings demonstrate a novel role of NAP1L5 in translation control during the pathological growth of cardiomyocytes, and provide potential molecular targets to treat cardiac hypertrophy.

## Results

### NAP1L5 Silence Abolishes PE-Induced Cardiomyocyte Hypertrophy

We previously performed an RNA-seq analysis in PE-induced cardiomyocyte hypertrophy (17). After re-evaluating the genes with altered expression, we noticed a five-fold upregulation of Nap1l5, but not other Nap1l family members, in PE-treated NRVMs compared with control, which was validated by qRT-PCR (Figure 1A and Supplementary Figure 1A). To examine whether NAP1L5 plays a role in cardiomyocyte hypertrophy, we designed a Nap1l5-specific siRNA (siNap1l5) that achieving 80% knockdown efficiency 48h after transfection in NRVMs (Figure 1B and Supplementary Figure 1B). NAP1L5 silence did not change the cell size at basal level, but significantly suppressed PE-induced cell size enlargement (Figures 1C,D). Consistently, NAP1L5 knockdown significantly reversed the induction of hypertrophy markers, natriuretic peptide A (Nppa; also known as ANP) and natriuretic peptide B (Nppb; also known as BNP), after PE treatment (Figures 1E,F). These data suggest that NAP1L5 is required for cardiomyocyte pathological growth induced by PE.

**Figure 1:**
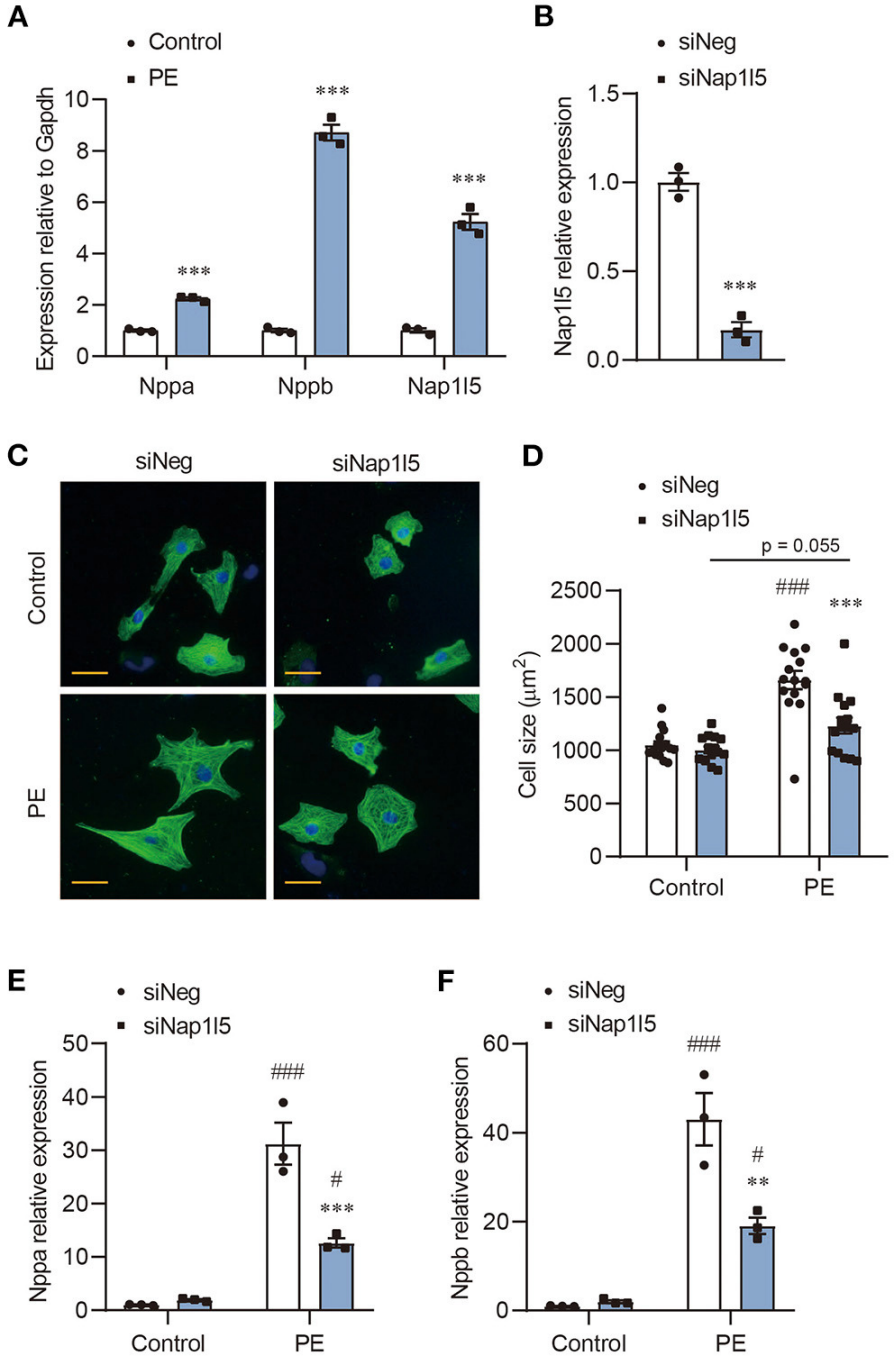
NAP1L5 silence abolishes PE-induced cardiomyocyte hypertrophy. **(A)** Expression of Nppa, Nppb and Nap1l5 in neonatal rat ventricular myocytes (NRVMs) with and without phenylephrine (PE; 50μM) treatment measured by qRT-PCR. ***P < 0.001 vs. Control. *n* = 3. **(B)** Knockdown efficiency of Nap1l5 expression by siNap1l5 in NRVMs measured by qRT-PCR. ***P < 0.001 vs. negative control siRNA (siNeg). *n* = 3. **(C)** Representative α-actinin-staining images of NRVMs transfected with siNeg or siNap1l5, with and without PE treatment. Scale bar: 20 μm. **(D)** Quantification of cell size measured by WGA staining in NRVMs transfected with siNeg or siNap1l5, with and without PE treatment. ***P < 0.001 vs. siNeg; ^###^*P* < 0.001 vs. Control. *n* = 15. **(E,F)** Impact of Nap1l5 knockdown on PE-induced expression of Nppa **(E)** and Nppb **(F)**. **P < 0.01, ***P < 0.001 vs. siNeg; ^#^*P* < 0.05, ^###^*P* < 0.001 vs. Control. *n* = 3.

### NAP1L5 Overexpression Promotes PE-Induced Cardiomyocyte Hypertrophy

We then constructed an Adenovirus carrying rat Nap1l5 gene (Ad-Nap1l5) to overexpress it in NRVMs. Both qRT-PCR and Western blot analyses confirmed the overexpression of NAP1L5 48h after infection (Figures 2A,B). NAP1L5 overexpression had a marginal effect on cell size at basal level; however, it significantly aggravated the cell size enlargement after PE treatment (Figures 2C,D). Moreover, the PE-induced expressions of Nppa and Nppb were significantly enhanced by NAP1L5 overexpression (Figures 2E,F). These results indicate that NAP1L5 functions as a pro-hypertrophic factor.

**Figure 2:**
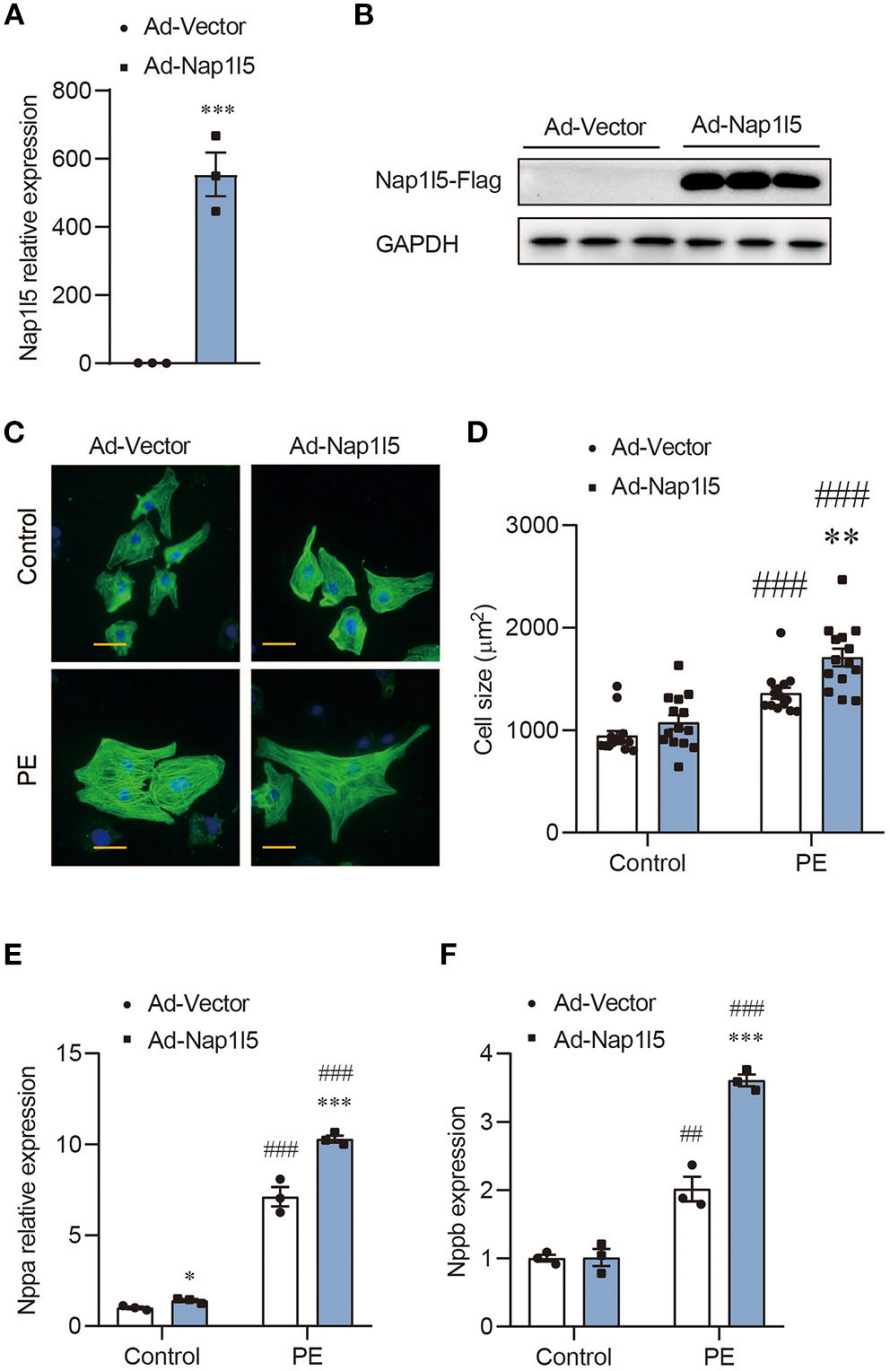
NAP1L5 overexpression promotes PE-induced cardiomyocyte hypertrophy. **(A)** Expression of Nap1l5 in NRVMs infected with adenovirus vector (Ad-Vector) or that expressing rat Nap1l5 (Ad-Nap1l5) measured by qRT-PCR. ***P < 0.001 vs. Ad-Vector. *n* = 3. **(B)** Immuoblots showing the validation of NAP1L5 overexpression at the protein level using an anti-FLAG antibody. GAPDH was used as an internal control. *n* = 3. **(C)** Representative α-actinin-staining images of NRVMs infected with Ad-Vector or Ad-Nap1l5, with and without PE treatment. Scale bar: 20 μm. **(D)** Quantification of cell size measured by WGA staining in NRVMs infected with Ad-Vector or Ad-Nap1l5, with and without PE treatment. **P < 0.01 vs. Ad-Vector; ^###^*P* < 0.001 vs. Control. *n* = 15. **(E,F)** Impact of Nap1l5 overexpression on PE-induced expression of Nppa **(E)** and Nppb **(F)**. **P < 0.01, ***P < 0.001 vs. siNeg; ^#^*P* < 0.05, ^###^*P* < 0.001 vs. Control. *n* = 3.

### NAP1L5 Knockdown Reverses Hypertrophic Transcriptome Reprogramming

To explore the underlying mechanism, we performed a transcriptome analysis in NRVMs with NAP1L5 knockdown. 

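RNA from neonatal rat ventricular myocytes (NRVMs), the beating heart muscle cells of newborn rats grown in culture, was sequenced by BGI with 3 biological replicates per group. The libraries used here are the 3 transfected with the negative control siRNA (siNeg) and the 3 transfected with siNeg and then treated with phenylephrine (PE), an α-adrenergic agonist that makes cardiomyocytes grow. The paper states that 50 μM PE was added 24 h after transfection and that cells were harvested 48 h later, whereas the sample labels give 12 h and 36 h for these steps. The knockdown libraries in the same deposited tables are labelled siSlc25a26 and enter no comparison at these results. The paper's data availability statement names these deposited data as its RNA-seq data. Libraries with siNap1l5 were not analysed here. The authors deposited a table of estimated read counts per gene and a table of FPKM values for 18469 genes. The aligner, the counting program, the genome build and the strandedness are not named in the paper's text. Total counts per library lay between 25415568 and 26870531 in siNeg (median 26370534) and between 24770972 and 26171547 in siNeg PE (median 25731019). The 10 genes with the most counts took 7.23% to 7.45% of the counts in siNeg and 8.16% to 8.75% in siNeg PE. About 21% of the values per library (20.8% to 21.2% over the 6 libraries) were not whole numbers, so the counts were rounded before testing. Counts were scaled with edgeR's TMM factors, genes with too few counts were left out with edgeR's filterByExpr, and the remaining 13719 genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without the replicate number in the model. Genes were called at the paper's thresholds, a fold change above 1.5 in either direction with an adjusted p-value under 0.05. The paper screened genes with limma and does not state on which values, so limma on the counts and on the FPKM values was run as an alternative. No pair of replicates was close enough to be a repeat deposit of a single library, since the chi-square statistic per gene between replicates of any group was at least 5.77. The replicate numbers are shared between siNeg and siNeg PE, and same-numbered libraries deviated together from their group means, with a mean correlation across genes of 0.178. It was 0.221 for replicate 1, 0.0309 for replicate 2 and 0.283 for replicate 3, so replicate 2 showed little of this. Because of the shared deviation, the results with the replicate number as a block are given beside the main ones.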

Expression plotting confirmed the knockdown of NAP1L5 and the suppression of hypertrophy markers, including Nppa, Nppb and Acta1 (actin alpha 1, skeletal muscle), after siNap1l5 transfection (Figure 3A). Principal component analysis (PCA) showed that NAP1L5 knockdown alleviated the pro-hypertrophic effect of PE treatment at the transcriptome level, and also caused a special impact on global gene expression (Figure 3B). Venn diagram showed that the down-regulated genes after NAP1L5 knockdown shared more genes with the upregulated genes after PE treatment in comparison with the down-regulated ones, and *vice versa* (Figure 3C), suggesting a general anti-hypertrophic impact of NAP1L5 silence on PE-induced transcriptome reprogramming. Furthermore, heatmap of the union set between siNap1l5-sensitive and PE-sensitive genes showed that NAP1L5 knockdown was generally oppositely correlated with PE in gene expression patterns (Figure 3D). These data further support a crucial role of NAP1L5 in pro-hypertrophic transcriptome reprogramming.

**Figure 3:**
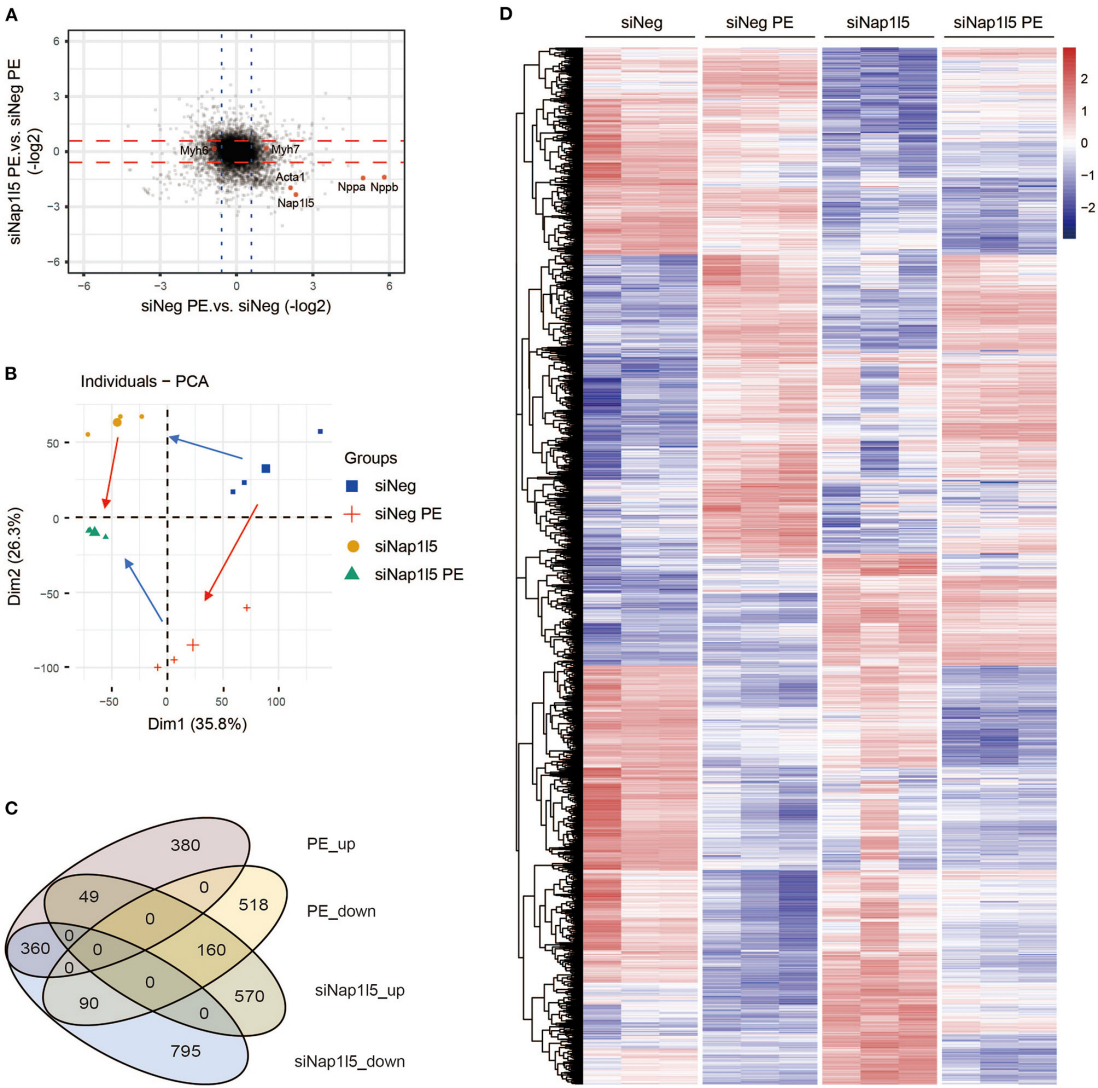
NAP1L5 knockdown reverses hypertrophic transcriptome reprogramming. **(A)** Two-dimensional plotting showing the impact of Nap1l5 knockdown and PE treatment on gene expression. Red and blue lines indicate the threshold of 1.5-fold changes. The expressions of Nap1l5, Nppa, Nppb, Acta1, Myh6, and Myh7 are highlighted. **(B)** Principal component analysis (PCA) showing the distribution of gene profiles from NRVMs transfected with siNeg or siNap1l5, with and without PE treatment. Red arrows indicate the changes from Control to PE; blue arrows indicate changes from siNeg to siNap1l5. **(C)** Venn diagram showing the relationship among up- and down-regulated genes by PE treatment or Nap1l5 knockdown. **(D)** Heatmap of the altered genes by either PE treatment or Nap1l5 knockdown.

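For the PE axis of Fig. 3A, the 6 highlighted genes were measured in the 3 siNeg and 3 siNeg PE libraries as TMM-normalized CPM, counts scaled to a common library size. Nap1l5 (NCBI Gene 688843) rose from 3.62 ± 1.09 CPM in siNeg to 16.4 ± 3.17 CPM in siNeg PE (SD, n = 3 each), a log2 fold change of 2.17 (standard error 0.225, adjusted p = 0.000197 from edgeR's quasi-likelihood test). Nppa (24602) rose from 122 ± 10.1 to 3012 ± 493 CPM, a log2 fold change of 4.63 (standard error 0.138, adjusted p = 2.22e-06). Nppb (25105) rose from 13.5 ± 3.14 to 557 ± 209 CPM, a log2 fold change of 5.37 (standard error 0.337, adjusted p = 2.05e-05). The log2 fold change of Acta1 (29437), from 273 ± 47.5 to 2468 ± 800 CPM, was 3.18 (standard error 0.249, adjusted p = 5.13e-05). Myh7 (29557), which encodes the β-myosin heavy chain, rose from 9588 ± 279 to 17652 ± 207 CPM, a log2 fold change of 0.88 (standard error 0.0578, adjusted p = 2.46e-05). Its paralog Myh6 (29556), the α-myosin heavy chain, fell from 7027 ± 773 to 5046 ± 419 CPM, with a log2 fold change of -0.48 (standard error 0.0948, adjusted p = 0.00411). In these libraries that is a change of less than 1.5-fold. The value read by eye from Fig. 3A, about -0.9, lies outside the 1.5-fold line. Reads of Myh6 and Myh7 could have been split between both genes by the authors' counting, so their levels are uncertain. In each of the 6 genes the siNeg and siNeg PE libraries did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). With the replicate number as a block, the log2 fold changes were 2.19 for Nap1l5, 4.62 for Nppa, 5.33 for Nppb, 3.14 for Acta1, 0.88 for Myh7 and -0.48 for Myh6. The alternative that moved the Nap1l5 value most was limma on log2(FPKM + 1), which gave 1.78 on that scale, where a pseudocount understates the change of a gene with few reads.

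**Figure D1:**
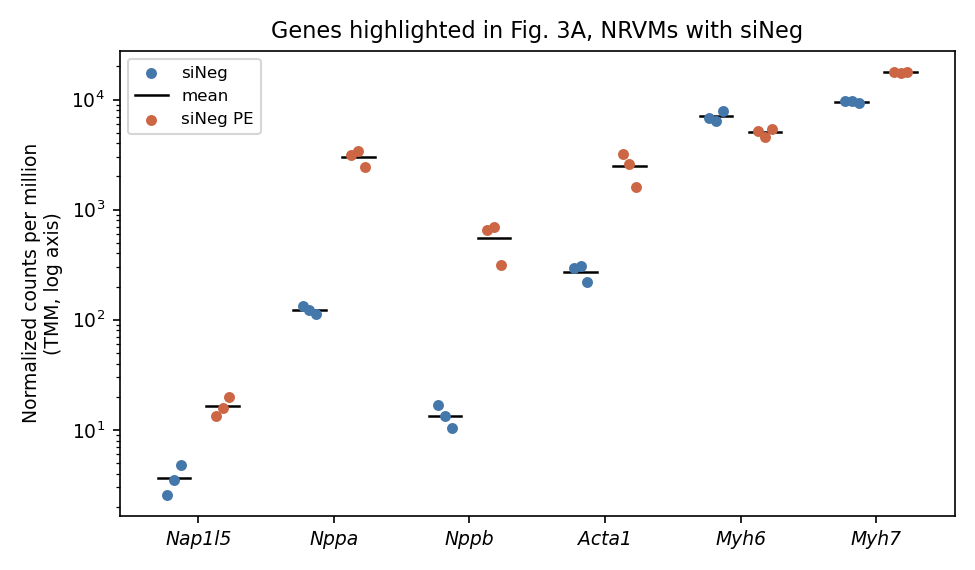
TMM-normalized CPM of the 6 genes highlighted in Fig. 3A, on a log axis, in the siNeg (blue) and siNeg PE (orange) libraries. Each point is one library and each black line is the mean of 3 libraries. The siNeg PE points of Nap1l5, Nppa, Nppb, Acta1 and Myh7 lie above those of siNeg, and those of Myh6 lie below them.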

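For the PE lists of Fig. 3C, PE treatment of siNeg cells upregulated 1708 genes and down-regulated 1130. With the replicate number as a block, 1803 genes were upregulated and 1166 down-regulated, and 2812 of the 2838 genes called in either direction without the block were called again. The counts changed most without the fold change threshold, to 3456 upregulated and 3329 down-regulated genes, and limma on log2(FPKM + 1) gave 854 and 733. The largest changes by edgeR's fitted log2 fold change were taken among called genes with non-overlapping groups. These had at least 10 counts in every library of the higher group. All were against groups at or under 3 counts per library, the smallest number taken as detected here. The folds, from the mean of the higher group, are therefore lower bounds for the means and not for each library. As bounds, the increases do not exceed that of Nppb, which rose 41.3-fold. LOC100911545 was at least 25.0-fold higher in siNeg PE, Gp1bb at least 19.2-fold and LOC102550277 at least 17.7-fold. LOC102550277 had 111, 29 and 10 counts in siNeg PE, so its bound leans on a single library. LOC100912163 was at least 24.6-fold lower, Myh1 at least 15.9-fold and Tspear at least 8.85-fold. The LOC genes were 0 counts in all 3 libraries of one group and between 10 and 111 counts in the other, and whether they share reads with near-identical copies is not known, so they are uncertain. Gp1bb, at 0 counts in all 3 siNeg libraries and 90, 44 and 28 counts in siNeg PE, is uncertain as well. In a principal component analysis of log2 CPM over the 6 siNeg libraries, the first component held 67.2% of the variance and the second 12.4%. PC1 scores ran from -41.5 to -27.7 in siNeg and from 28.8 to 38.5 in siNeg PE, so this component separated the groups. The share of PC1 moved most when it was computed on log2(FPKM + 1), to 76.6%. The paper compares the genes altered by PE with those altered by siNap1l5 and, from the larger number of genes changed in opposite directions, proposes a general anti-hypertrophic impact of NAP1L5 silence; the siNap1l5 side of that comparison was not analysed here.

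**Figure D2:**
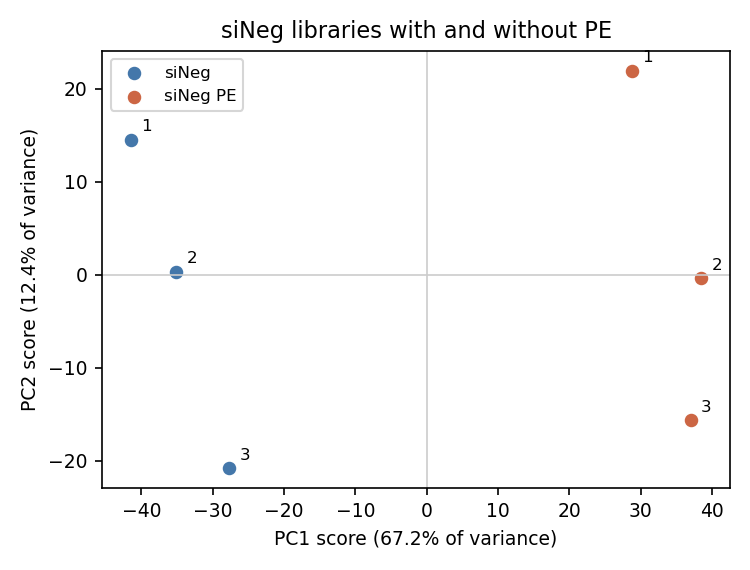
Scores of the 3 siNeg (blue) and 3 siNeg PE (orange) libraries on the first and second principal components of log2 CPM, with the replicate number beside each point. The groups lie apart on PC1, which holds 67.2% of the variance, and replicates 1 and 3 of both groups lie at opposite ends of PC2.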

### NAP1L5 Does Not Affect Histone Methylation-Mediated Epigenetic Regulations

Gene ontology (GO) analysis showed that the upregulated genes after NAP1L5 knockdown mainly related to immune responses, whereas the down-regulated genes covered oxidative phosphorylation, cardiac muscle contraction, and ribosome (Figures 4A,B). Gene set enrichment analysis (GSEA) also showed that hypertrophic cardiomyopathy-related genes were enriched in the down-regulated genes after NAP1L5 knockdown (Figure 4C), suggesting an involvement of NAP1L5 in hypertrophic cardiomyopathy.

**Figure 4:**
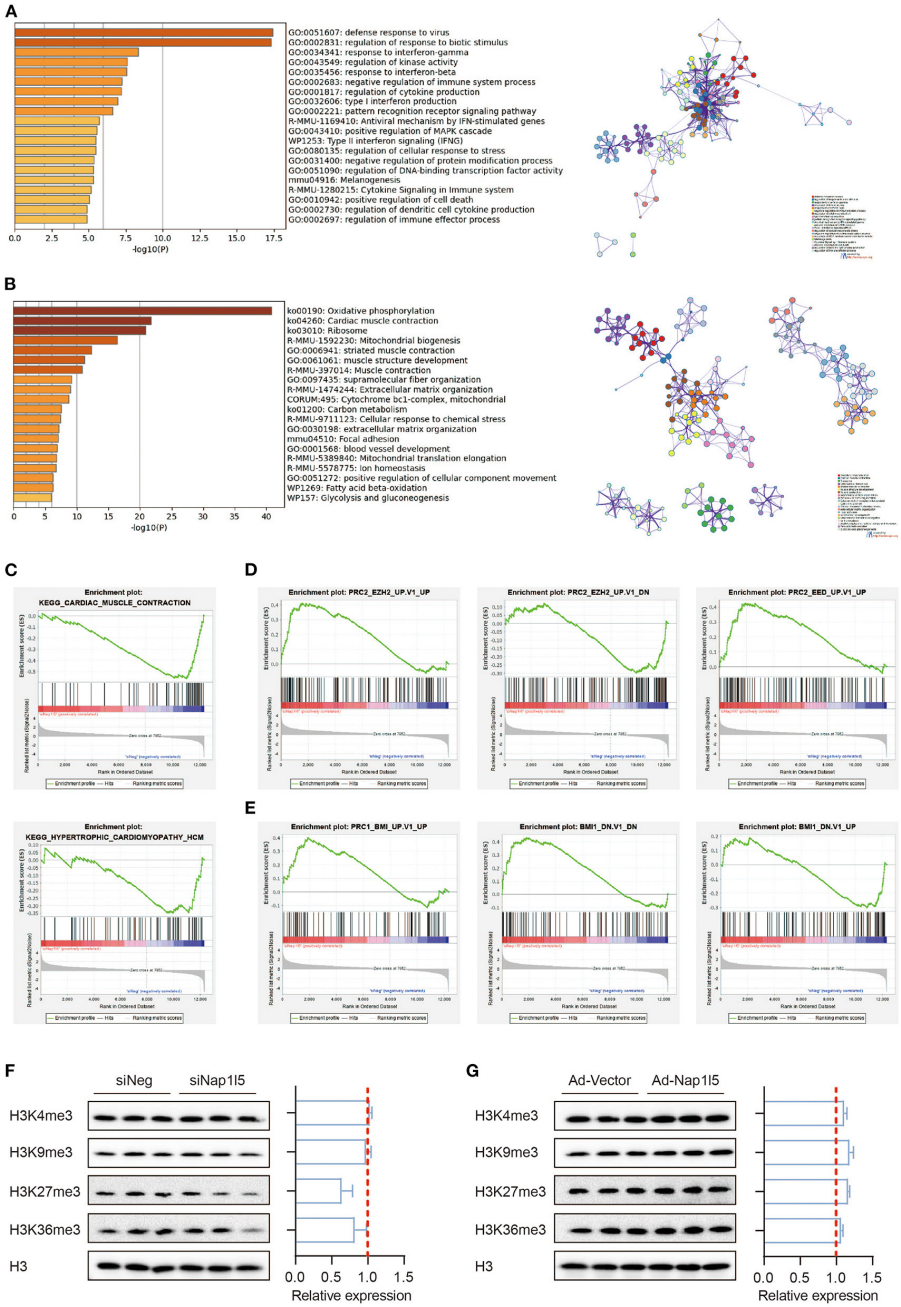
NAP1L5 does not affect histone methylation-mediated epigenetic regulations. **(A,B)** GO analysis (left) and protein-protein interaction (PPI; right) of the upregulated **(A)** and down-regulated **(B)** genes after Nap1l5 knockdown. **(C–E)** Gene set enrichment analysis (GSEA) showing the enrichment pattern of pathways, including cardiac muscle contraction (**C**; upper), hypertrophic cardiomyopathy (**C**; lower), PRC2_EZH2_UP (**D**; left), PRC2_EZH2_DOWN (**D**: middle), PRC2_EED_UP (**D**; right), PRC1_BMI_UP (**E**; left), PRC1_BMI_DOWN (**E**; middle), and BMI1_DOWN (**E**; right) after Nap1l5 knockdown. **(F,G)** Immunoblots (left) and quantification data (right) showing the impact of Nap1l5 knockdown **(F)** and Nap1l5 overexpression **(G)** on histone methylations at H3 K4, K9, K27, and K36 sites. *n* = 3.

Interestingly, the genes altered by siNap1l5 were negatively correlated with the regulations by polycomb repressive complex II (PRC2; Figure 4D) and complex I (PRC1; Figure 4E). We became curious about a possible role of NAP1L5 in epigenetic reprogramming. However, neither NAP1L5 knockdown nor its overexpression affected global methylations at histone H3 K4, K9, K27 and K36 sites, modifications essential for transcription regulation (Figures 4F,G). These data implicate that epigenetic regulation might not be the key mechanism underlying NAP1L5-mediated gene regulation.

### NAP1L5 Accelerates Protein Synthesis Rate

Consistently with the GO analysis results, GSEA also revealed a down-regulation of ribosomal genes after NAP1L5 knockdown (Figure 5A), covering nearly all the genes of large and small ribosome subunits (Figure 5B). This result implicates a potential role of NAP1L5 in translation control. To test this hypothesis, we performed the puromycin incorporation assay, which allowing the detection of nascently synthesized peptides using Western blot with a specific anti-puromycin antibody (17, 44). We found that NAP1L5 knockdown significantly blocked the accelerated protein synthesis rate after PE treatment (Figure 5C). On contrary, NAP1L5 overexpression was sufficient to increase the protein synthesis rate (Figure 5D), suggesting that NAP1L5 promotes translation activity during cardiomyocyte hypertrophy.

**Figure 5:**
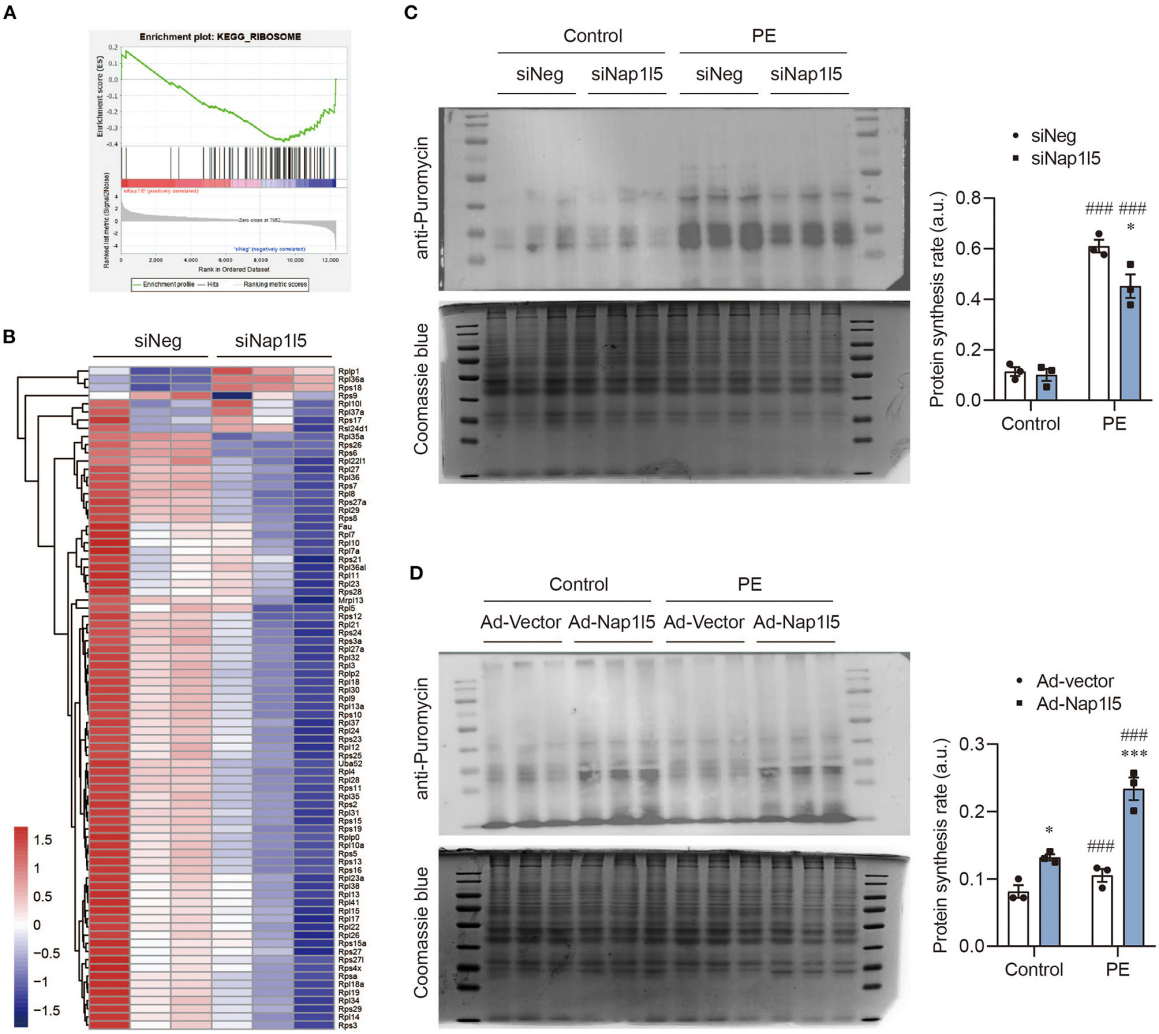
NAP1L5 accelerates protein synthesis rate. **(A)** GSEA showing the negative enrichment of ribosome-related genes after Nap1l5 knockdown. **(B)** Heatmap showing the expression of ribosome-related genes after Nap1l5 knockdown. **(C)** Puromycin incorporation assay showing the protein synthesis rate regulated Nap1l5 knockdown in NRVMs with and without PE treatment. Quantification data were normalized to Coomassie blue staining. *P < 0.05 vs. siNeg; ^###^*P* < 0.001 vs. Control. *n* = 3. **(D)** Puromycin incorporation assay showing the protein synthesis rate regulated Nap1l5 overexpression in NRVMs with and without PE treatment. *P < 0.05, ***P < 0.001 vs. siNeg; ^###^*P* < 0.001 vs. Control. *n* = 3.

### NAP1L5 Promotes Nucleolar Hypertrophy and Ribosome Assembly

We next analyzed the interactome of NAP1L5 from the String database, and found that NAP1L5 linked to core ribosomal proteins through binding to ribosome assembly or transport factors, including SDAD1, RRP7A, and NOL6 (Figure 6A). Interestingly, NAP1L1 also exhibited a similar interactome covering most of the NAP1L5-interacting factors (Figure 6B), although they share little identity in protein sequence (22.5%) or structure (Supplementary Figure 2). These observations implicate that NAP1L5 might participate in ribosome assembly. Nucleolus develops hypertrophy to accelerate ribosomal RNA transcription and ribosome assembly upon pro-growth stimulation (45). We found that NAP1L5 overexpression substantially increased the size of nucleolus, as evidenced by immunofluorescence of a nucleolar marker Fibrillarin (Figure 6C) (46). We then examined the ribosome profiles in NRVMs with NAP1L5 overexpression or knockdown. Compared with the Ad-Vector control, Ad-NAP1L5-infected NRVMs exhibited more ribosomal contents in the 40S, 60S, and 80S components (Figures 6D,E). Consistently, Nap1l5 knockdown in NRVMs reduced the contents of 40S, 60S and 80S components (Figures 6F,G), suggesting a crucial role of NAP1L5 in ribosome biogenesis.

**Figure 6:**
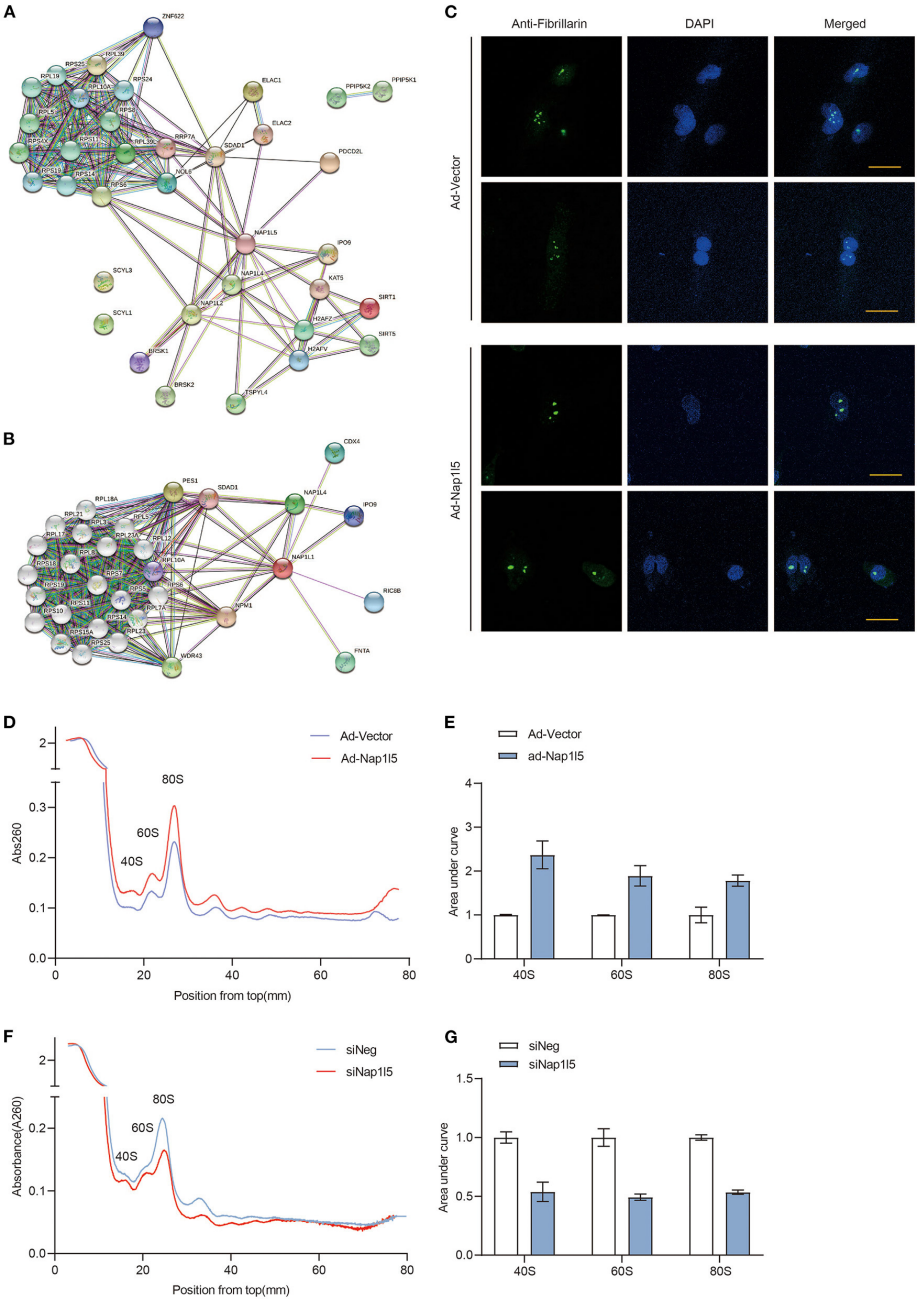
NAP1L5 promotes nucleolar hypertrophy and ribosome assembly. **(A)** Protein-protein interaction (PPI) network of NAP1L5 organized from String database. **(B)** PPI network of NAP1L1 organized from String database. **(C)** Representative nucleolar immunofluorescence images using anti-Fibrillarin antibody in NRVMs infected with Ad-Vector or Ad-Nap1l5. *n* = 15. **(D)** Ribosome profiles from NRVMs infected with Ad-Vector or Ad-Nap1l5 using sucrose gradient and detection of absorbance at 260nm. *n* = 2. **(E)** Quantification of 40S, 60S and 80S ribosomes from the ribosome profiling assay of panel **(D)**. Data were mean ± SD. *n* = 2. **(F)** Ribosome profiles from NRVMs transfected with siNeg or siNap1l5 using sucrose gradient and detection of absorbance at 260 nm. *n* = 2. **(G)** Quantification of 40S, 60S and 80S ribosomes from the ribosome profiling assay of panel **(F)**. Data were mean ± SD. *n* = 2.

To further explore the molecular mechanism, we tried to validate the interaction between NAP1L5 and SDAD1 or NOL6. Unfortunately, we did not observe a direct interaction between NAP1L5 and SDAD1, nor the full-length or spliced NOL6 isoforms (Supplementary Figure 3). These data suggest that other factors may be involved in the regulation of ribosome assembly by NAP1L5.

## Discussion

The pathogenesis of cardiac hypertrophy is a programmed process mediated by regulations at multiple layers such as transcription, translation, and metabolism (2, 5, 47–49). Compared with other aspects, our knowledge about translation control during cardiac hypertrophy is relatively limited. Here we find that NAP1L5 plays a key role in PE-induced cardiomyocyte hypertrophy through promoting nucleolar hypertrophy, ribosome assembly and protein synthesis.

Ribosome biogenesis is a highly energy-consuming process. After translation, ribosomal proteins need to be transported into nucleus and precisely folded with mature rRNA inside nucleolus (50). Cardiac hypertrophy is one of the first diseases identified to be associated with ribosomal DNA transcriptional disorders (8, 9). Hypertrophied cardiomyocyte is characterized by excess protein synthesis to meet the increased demand for cell function maintenance, which necessitates an accelerated ribosome biogenesis (8, 11, 51–53). Accelerated PolI transcription activity increases ribosome numbers during the development of cardiac hypertrophy (10–12). Beyond these observations, we know little about the other processes related to ribosome life cycle. Our discovery about the role of NAP1L5 in translation control accounts for a novel step toward the dynamic regulation of ribosome assembly under pathological conditions.

During evolution, higher ordered plants and mammals have acquired several paralogues of NAP1, named NAP1 like family, and five different NAP1L proteins (NAP1L1-5) have been identified. The overall structure of NAP1L proteins is highly conserved and the protein sequences of human NAP1L homologs to hNAP1L1 show identities ranging between 31% for hNAP1L5 and 64% for hNAP1L4 (54). These NAP1L proteins all contain a NAP1L motif, which is positioned within their central domain and critical for their histone chaperone activity (55). As the newest identified member of the NAP1L family, NAP1L5 has the shortest amino acid sequence (182 aa) among NAP1L family members, and its function has not been elucidated yet. Nevertheless, its homolog NAP1L1 and NAP1L2 have been reported to be histone chaperones, assisting the assembly and disassembly of nucleosome at active transcription sites (21, 23, 56–58). Okuwaki et al. (57) found that NAP1L1 was specifically responsible for the assembly and disassembly of H2A-barr body deficient variant. Tachiwana et al. (58) found that NAP1L2, but not NAP1L1, was required for the incorporation of testis-specific H3t variant into nucleosome. Attia et al. (59) reported that all five members of NAP1L family were able to interact with each other directly via their highly conserved alpha helices. Our analyses from the String database also revealed that NAP1L5 might directly interact with NAP1L2 and NAPL4 (Figure 6A). A series of translatome-scale affinity capture studies identified the direct interaction between NAP1L1 and NAP1L2 (60–63). Thus, our findings indicate that the NAP1L proteins might form a special complex involving in the nucleosome dynamics during rRNA transcription.

SDAD1 (SDA1 domain containing 1) is a shared hub protein interacting with both NAP1L1 and NAP1L5 (Figures 6A,B). It has been involved in the development of cardiac hypertrophy and tumor diseases through binding with long non-coding RNAs or microRNAs (64–66). Interestingly, the yeast homolog of SDAD1 has been shown to interact with NAP1 and facilitates the export of 60S pre-ribosomal subunits from nucleus to cytoplasm (67, 68). NOL6 is a highly conserved nucleolar protein that appears to be associated with ribosome biogenesis by interacting with pre-rRNA primary transcript (69). Although interactions of NAP1L5 with SDAD1 and NOL6 have been implicated by affinity capture mass spectrum, we could not validate their direct interactions using co-IP assay (Supplementary Figure 3). Whether and how NAP1L5 links to the ribosome assembly process and contributes to the pathogenesis of cardiac hypertrophy need to be further investigated.

Regulation of cell growth is a fundamental process in development and disease that integrates a vast array of extra- and intra-cellular information. A central player in this process is PolI, which transcribes ribosomal RNA (rRNA) genes in the nucleolus. Rapidly growing cancer cells are characterized by increased Pol I-mediated transcription, and consequently nucleolar hypertrophy. An aberrant increase in nucleolar size in cancer cells was documented more than a century ago. Nucleolar hypertrophy is a common feature in cancer and that nucleolar size can be used as a histopathological marker to grade the malignancy of tumors (70, 71). Despite this early association of enlarged nucleoli and cancer, little is known about nucleolar size in cardiac hypertrophy. Pathological growth of cardiomyocytes during hypertrophy is characterized by excess protein synthesis. Our data provide crucial evidence that overexpression of Nap1l5 aggravates cardiac hypertrophy along with increased ribosome assembly and translation activity. This might be attributable to its impact on PolI-mediated transcription and subsequently nucleolar hyperplasia.

mTOR is at the core of the translational regulation by converging signaling transduction from a variety of nutrients and growth factors (13, 14, 72–76). Activation of mTOR signaling has been involved in the pathogenesis of cardiac hypertrophy; however, cardiac-specific ablation of raptor impairs adaptive hypertrophy, but causes heart failure in mice (15). Moreover, simultaneous knockout of two genes encoding for S6K1, Rps6kb1 and Rps6kb2, has no effect on pressure overload-induced cardiac hypertrophy in mice (16). Interestingly, our previous study implicated that the activation of mTOR signaling is usually transient, and quickly fades out after hypertrophic stimulation (17). Due to the crucial role of mTOR in cell survival and the diverse outcomes of its inactivation (15, 16), mTOR would not be a good drug target for cardiac hypertrophy therapy. Our findings suggest that the mTOR-independent translation control might contribute even more to the accelerated protein synthesis during cardiac hypertrophy.

One limitation of this study is that all observations are from an *in vitro* cellular model induced by an α1-receptor agonist, PE. Whether this mechanism also applies *in vivo* and in human systems need to be further investigated.

## Conclusions

Taken together, we demonstrate that NAP1L5 is upregulated in PE-induced cardiomyocyte hypertrophy, which functions to promote protein synthesis through facilitating ribosome assembly. Our findings provide novel insights into the translation control during cardiac hypertrophy, and provide potential molecular targets to treat cardiac hypertrophy and heart failure.

## Methods

### Cell Culture

Neonatal rat ventricular myocytes (NRVMs) were isolated and cultured as described previously (17). Neonatal rat hearts (within 3 days after birth) were immediately extracted after decapitation and placed in a dish containing precooled PBS. Left ventricular tissues were dissected, finely cut into pieces, and then digested in a solution containing 0.08% type II collagenase (Sigma) and 0.125% protease (Sigma) at 37°C for 20 min/time. The supernatants were discarded at the first time and collected after that. This process continued until the heart tissues were completely digested. Cardiomyocytes were separated from fibroblasts by percoll (GE) density gradient centrifugation, and cultured in high glucose DMEM (Hyclone) containing 10% FBS (Gbico) and 1% penicillin/streptomycin. After 24 h of culture, the medium was changed to DMEM medium with 1% ITS (Invitrogen) for another 24 h before further treatment.

### Plasmids

The full-length cDNA sequence of rat Nap1l5 (rNap1l5) were obtained by the National Center for Biotechnology Information (NCBI). The pcDNA3.1-rNap1l5-Flag recombinant plasmid were constructed by cloning the entire coding region of rNap1l5 into the NheI and XhoI sites of the pcDNA3.1-HA plasmid. The primer pair rNap1l5 CZF (5′- GGGAGACCCAAGCTGGCTAGC*GCCACC*atggccgaccccgagaag−3′) and rNap1l5 CZR (5′- TACGTCGTATGGGTA*TCTAGA*Tcttctcggcagagtcgggacc−3′) was used to amplify a cDNA fragment encoding the mature rNap1l5 peptide. Massive plasmid replication was performed by transforming the pcDNA3.1-rNap1l5-Flag plasmid into E. coli DH-5α. In addition, in order to overexpress Nap1l5 in NRVM, the pcDNA3.1-rNap1l5-Flag plasmid was sent to Shanghai Hanheng Biotechnology Co., Ltd. for adenovirus packaging.

The full-length cDNA sequence of rat Nol6 and SDAD1 were obtained by the National Center for Biotechnology Information (NCBI). The pcDNA3.1-SDAD1-HA recombinant plasmid were constructed by cloning the entire coding region of SDAD1 into the NheI and XhoI sites of the pcDNA3.1-Flag plasmid. The primer pair SDAD1 CZF (5′- *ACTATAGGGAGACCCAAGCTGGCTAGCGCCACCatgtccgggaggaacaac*−3′) and SDAD1 CZR (5′- *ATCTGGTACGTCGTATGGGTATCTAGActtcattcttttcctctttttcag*−3′) was used to amplify a cDNA fragment encoding the mature SDAD1 peptide. Again, to get the mature Nol6 peptide, the primer pair Nol6 CZF (5′- *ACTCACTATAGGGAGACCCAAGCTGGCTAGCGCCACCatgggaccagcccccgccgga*−3′) and Nol6 CZR (5′- *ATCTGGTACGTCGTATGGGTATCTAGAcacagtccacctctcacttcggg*−3′) was used to amplify a cDNA fragment encoding the mature Nol6 peptide. However, the sequencing results showed that the deletion of exon 18 of this Nol6 resulted in frameshift mutation after exon 18, so we named this spliced NOL6 isoforms as Nol6Δ. To get the full-length Nol6, we used genomic DNA of Nol6 as a template and designed primers NOL6 gBF (tggtttgtcacctggagggcagcgg) and NOL6 gBR (cttgaggacgtcagtgtgtgtggcag) amplified in the upstream and downstream of exon 18 to obtain the missing fragment, and then the-full length Nol6 was obtained by bridging and recombination.

### Cell Size Measurement

Cell size was measured using wheat germ agglutinin (WGA) staining as previously described. Briefly, cardiomyocytes were stimulated with 50 μM of PE for 48 h after transfection with different siRNA or infection with different adenoviruses for 24 h, the culture medium was discarded, washed with PBS, and fixed with 4% paraformaldehyde for 15 min at room temperature. Then 5.0 μg/mL WGA (Invitrigen) was applied to incubate with cardiomyocytes for 10 min at 37°C. When labeling was complete, removed the labeling solution, and washed cells three times with PBS. Then dyed with DAPI for 10 min at room temperature, and washed 5–7 times with PBS for 5 min each time. Finally, Images collected under a fluorescence microscope. Image Pro Plus 6.0 software was used to measure cardiomyocyte surface area. Each field of view measured more than 50 to calculate the surface area of cardiomyocytes.

### Immunofluorescence

The method of immunofluorescence staining of cardiomyocytes was as described above. The cardiomyocytes used for immunofluorescence staining were cultured in a six well cell culture plate containing sterile glass slides. Cardiomyocytes were stimulated with 50 μM of PE for 48 h after transfection with different siRNA or infection with different adenoviruses for 24 h, The cells were then fixed with 4% formaldehyde in PBS for 15 min at room temperature, permeabilized with 0.1% Triton X-100 in PBS for 10 min, goat serum was blocked at room temperature for 30 min, and then incubated with α-actinin antibody (1:100, Proteintech) or Fibrillarin antibody (1:100, Abclonal) at 4°C overnight. The next day, incubated the cell sample with the corresponding secondary antibody for 1 h at room temperature. Then dyed with DAPI for 10 min at room temperature. Then washed 5–7 times with PBS for 5 min each time. Finally, removed the slides from the 6-well plate and mounted the slides. Then, the fluorescence staining pictures of cardiomyocytes were collected under a fluorescence microscope. Image Pro Plus 6.0 software was used observe and take pictures.

### Immunoprecipitation

Cultured HEK293T cells co-transfected with the appropriate plasmids were collected and lysed in an IP buffer (50mM Tris-HCl (pH 8.0), 150mM NaCl, 2mM EDTA, 1% NP-40 and 5% Glycerol) supplemented with a protease inhibitor cocktail (Roche) and PMSF. After incubating for 30 min at 4°C, followed by centrifuging 13,000 g for 15 min, the cell lysates were precleared with normal mouse or rabbit immunoglobulin G and protein A/G-agarose beads (Roche) for 1h at 4°C. The precleared lysates (500 μl) were then incubated with 1 μg of antibody and 10 μl of protein A/G-agarose beads on a rocking platform at 4°C overnight. The immunocomplex was collected, washed 5–6 times with cold IP wash buffer (50mM Tris-HCl (pH 8.0), 150mM NaCl, 2mM EDTA, 0.1% NP-40) and blotted using the indicated primary antibodies.

### Western Blot

Total proteins were extracted from NRVM cells. NRVM cells lysed in Radio Immunoprecipitation Assay (RIPA) lysis buffers (Beyotime, Nanjing, China). Cell lysates were centrifuged at 12,000 × g for 15 min. The proteins concentration was detected by the BCA method, and equal quantities of protein extracts were loaded on a sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), then transferred onto polyvinylidene fluoride (PVDF) membranes (Millipore Corp., Bedford, MA, U.S.A.). The membranes were blocked with 5% (w/v) non-fat milk for 1 h at room temperature, the membranes were incubated with specific primary antibodies overnight at 4°C. After washing 3 times with TBST, the membranes were incubated with the HRP-linked secondary antibody at room temperature for 1 h, and then washed 3 times with TBST again. Finally, the protein bands on the membranes were detected by chemiluminescent reagents (Beyotime, Nanjing, China). Chemiluminescence signals were quantified using an ECL imager, and analyzed using Quantity One software (Bio-Rad, Hercules, CA, USA). The specific primary antibodies were: anti-GAPDH (Proteintech), anti-Histone3 (Proteintech), anti-H3K4me3 (CST), anti-H3K9me3 (CST), anti-H3K27me3 (CST), anti-H3K36me3 (CST), anti-Flag (Sigma), and anti-Puromycin (Santa Cruz).

### Puromycin Incorporation Assay

Different treatments of NRVM cells, 30 min before harvesting, add 1μM puromycin to each well for 30 min, then harvest the cells and extract the protein, and detect the binding level of puromycin by Western blot with anti-Puromycin antibody.

### Ribosome Profiling

Ribosome profiling was performed as described. Cardiomyocytes were transfection with different siRNA or infection with different adenoviruses for 48 h, and were treated with with CHX (100 μg/mL) for 10–30 min before harvested. Cells were harvested using trypsin and then lysed in polysome extraction buffer (20 mM Tris-HCl [pH 7.0], 100 mM KCl, 5 mM MgCl_2_, 0.5% Nonidet P-40) containing 100 μg/ml CHX, 1x protease inhibitors and 1:1,000 dilution of RiboLock RNase inhibitor for 15 min on ice. Following centrifugation, lysates were ultracentrifuged on 10–50% sucrose gradients at 190,000g for 1.5 h at 4°C. Following ultracentrifugation, fractions were collected from each sample using a BioComp Piston Gradient Fractionator instrument fitted with a TRIAX flow cell to measure absorbance.

### RNA-Seq Analysis

NRVMs were transfected with siNap1l5 or siNeg using Lipofectamine RNAiMAX. After transfected 24 h, 50 μM phenylephrine (PE) were added in the media to induce cardiomyocyte hypertrophy, was performed as described previously (17). 48 h after treated with PE, NRVMs were harvested to extracted RNA according to the manufacturer's instructions. Transcriptome sequencing of RNA was completed by Beijing Genomics Institution (BGI). Three independent biological replicate samples were sequenced for each group. (i) The different expression genes (DEGs) between groups were screened using linear models for microarray data (limma) package in R. |Fold change| >1.5 and adjusted *P*-value < 0.05 were considered the threshold. (ii) Enrichment analysis of DEGs using Metascape online database with default parameters. (iii) Gene Set Enrichment Analysis (GSEA) is used to screen significantly enriched signaling pathways and transcription factors with default parameters, was performed as described previously.

### Quantitative Real-Time PCR

Total RNA was extracted from NRVM cells using the GenElute Mammalian Total RNA Miniprep Kit (Sigma-Aldrich), following the manufacturer's instructions. RNA was quantified using NanoDrop (Thermo Fisher Scientific). The cDNAs were synthesized from 1μg RNA using a RevertAid First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, U.S.A.). Real-time PCR was performed using the specific primers and Ultra SYBR Mixture (Monad, Suzhou, China) on CFX96M Touch Real-Time PCR Detection System (Roche, Basel, Switzerland). The PCR primer sequences used in this study include rNap1l5-forward: GAGCACAGCAGCTGACAGAC; rNap1l5-reverse: ATGACGTCGTTCTTGGGTTC; rNppa-forward: ATACAGTGCGGTGTCCAACA; rNppa-reverse: AGCCCTCAGTTTGCTTTTCA; rNppb-forward: CAGCTCTCAAAGGACCAAGG; rNppb-reverse: GCAGCTTGAACTATGTGCCA; rGAPDH-forward: ACAGCAACAGGGTGGTGGAC; rGAPDH-reverse: TTTGAGGGTGCAGCGAACTT. Relative expression of genes was determined with GAPDH as an endogenous control.

### Quantification and Statistical Analysis

Statistical analyses were performed using GraphPad Prism 8 Software. All experimental data are presented as mean ± SEM of at least three independent experiments unless denoted elsewhere. Statistical significance for multiple comparisons was determined by one-way ANOVA or two-way ANOVA followed by Tukey's test. Bonferroni adjustment was used for *post hoc* analysis. Student's *t*-test was used for comparisons between two groups. *P* < 0.05 was considered statistically significant.

## Data Availability Statement

All relevant data supporting the findings of this study are available within the article and its supplementary information or from the authors upon reasonable request. RNA-seq data have been deposited in NCBI's Gene Expression Omnibus (GEO) repository (accession code GSE173737).

## Ethics Statement

The animal study was reviewed and approved by Renmin Hospital of Wuhan University.

## Author Contributions

ZW and JT conceptualized, designed, and supervised the study. NG, DZ, and JS performed the molecular and cellular experiments with inputs from SW. JL performed the bioinformatic analyses. YF, SZ, and QG assisted with the preparation of NRVMs. ZW and NG analyzed the data and wrote the manuscript. All authors have approved its publication.

## Funding

This study was supported by funds from National Natural Science Foundation of China (Nos. 81722007 and 82070231), National Health Commission of China (No. 2017ZX1030440 2001-008), State Key Laboratory of Cardiovascular Disease (Nos. GZ2021015 and 2021-YJR01), and start-up funds from Fuwai Hospital Chinese Academy of Medical Sciences, Shenzhen (GSP-RC-2020002).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

4E-BP1: eIF4E-binding protein-1
Acta1: Actin alpha 1
CHX: Cycloheximide
DAPI, 4': 6-Diamidino-2-phenylindole
DEGs: The different expression genes
eIF4E: Eukaryotic translation initiation factor 4E
GEO: Gene Expression Omnibus
GO: Gene ontology
GSEA: Gene set enrichment analysis
mTOR: The mechanistic target of rapamycin
NAP1L: Nucleosome assembly protein 1 like protein family
Nap1l5: Nucleosome assembly protein 1 like 5
NOL6: Nucleolar Protein 6
Nppa/ANF: Natriuretic peptide A
Nppb/BNP: Natriuretic peptide B
NRVMs: Neonatal rat ventricular myocytes
PCA: Principal component analysis
PE: Phenylephrine
PMSF: Phenylmethylsulfonyl fluoride
PolI: polymerase I
PRC1: Polycomb Repressive Complex 1
PRC2: Polycomb Repressive Complex 2
Rps6kb1: Ribosomal Protein S6 Kinase B1
Rps6kb2: Ribosomal Protein S6 Kinase B2
RRP7A: Ribosomal RNA Processing 7 Homolog A
S6K1: Ribosomal protein S6 kinase 1
SDAD1: SDA1 domain containing 1
UBTF: Upstream binding transcription factor
WGA: Wheat germ agglutinin.

# Supplementary material for: NAP1L5 Promotes Nucleolar Hypertrophy and Is Required for Translation Activation During Cardiomyocyte Hypertrophy
**Source:** Front Cardiovasc Med. 2021 Dec 17;8:791501. doi: 10.3389/fcvm.2021.791501
**Supplement:** Supplementary file 1

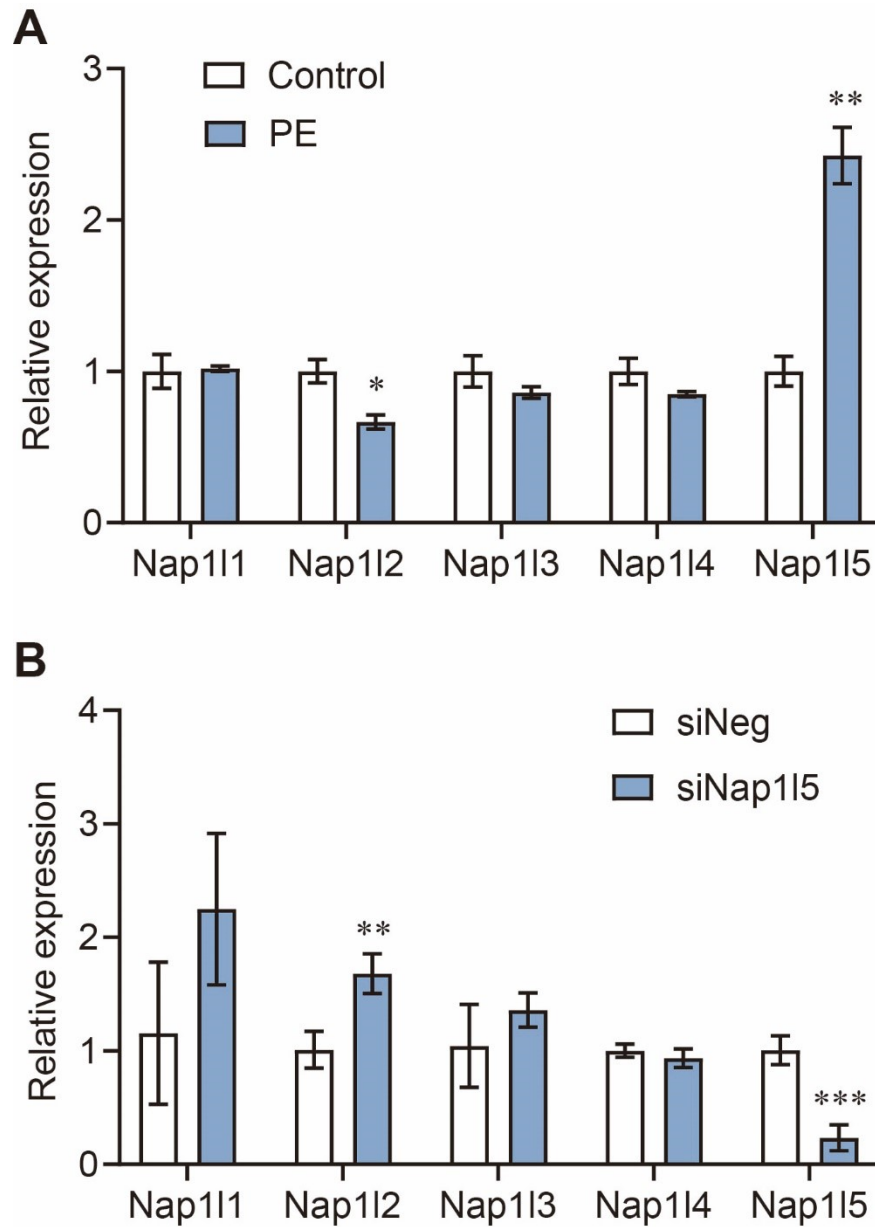

**Supplementary Fig. 1. Validation of the expression levels of NAP1L family members in NRVMs.**

(A) qRT-PCR analysis showing the impact of PE treatment on the mRNA levels of NAP1L family members. \*P < 0.05, \*\*P < 0.01 vs. Control. n = 3.

(B) Validation of the knockdown specificity of siNap115 in NRVMs. Protein domain analysis of NAP1L1-5. \*\*P < 0.01, \*\*\*P < 0.001 vs. siNeg. n = 3.

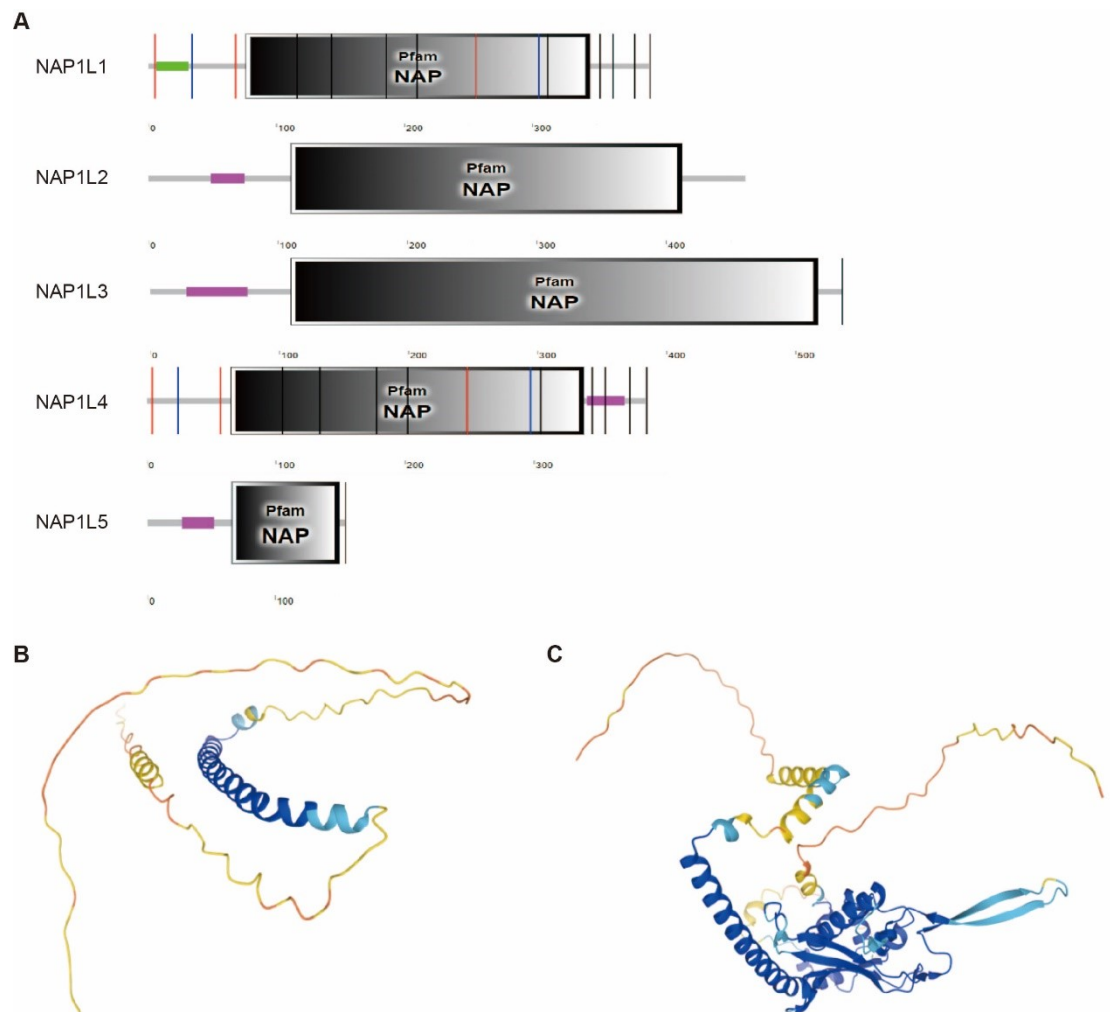

**Supplementary Fig. 2. Sequence and structural conservation of NAP1L family members.**

(A) Protein domain analysis of NAP1L1-5.

(B) NAP1L5 protein structure predicted by AlphaFold 2.0.

(C) NAP1L1 protein structure predicted by AlphaFold 2.0.

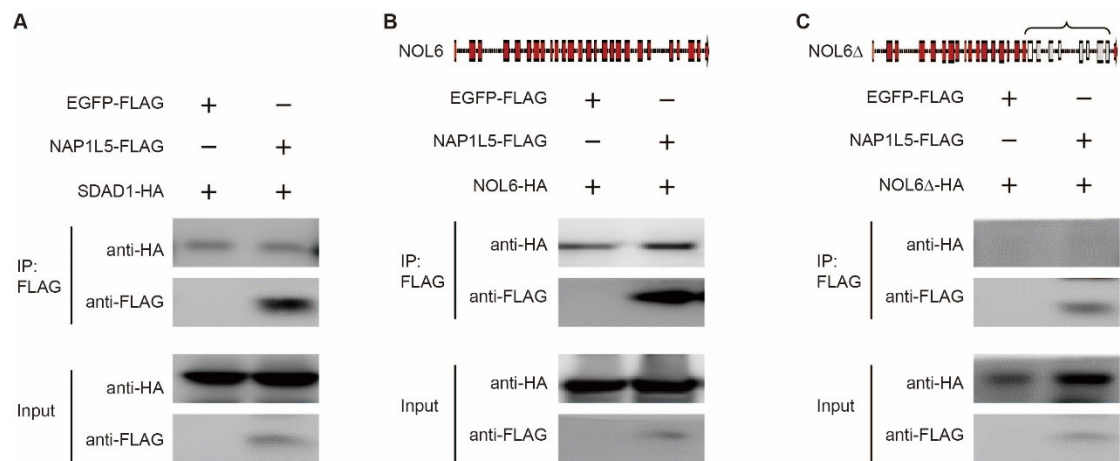

**Supplementary Fig. 3. NAP1L5 does not directly interact with SDAD1 or NOL6.**

(A) Co-IP assay showing the potential interaction between NAP1L5 (FLAG-tagged) and SDAD1 (HA-tagged).

(B) Co-IP assay showing the potential interaction between NAP1L5 (FLAG-tagged) and full-length NOL6 (HA-tagged).

(C) Co-IP assay showing the potential interaction between NAP1L5 (FLAG-tagged) and spliced NOL6 isoform (HA-tagged).

How the deposited data were processed for this re-analysis (not part of the article)

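RNA of cultured NRVMs was sequenced in 12 libraries, 3 in each of 4 groups: siNeg, siNeg PE, siSlc25a26 and siSlc25a26 PE. The mapping of libraries to groups and replicate numbers comes from the sample labels. Only siNeg and siNeg PE appear in both the labels and the paper, so the passages beside the paper's results use these 6 libraries, and the libraries labelled siSlc25a26 appear only in the closing section. The siNap1l5 libraries of the paper were not analysed here. The labels and the paper differ in the times of transfection and of PE treatment.

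The authors deposited estimated counts of reads per gene, of which about 21% of the values are not whole numbers. They were rounded to whole numbers here for all tests on counts, of which DESeq2 requires whole counts. The authors also deposited FPKM values, which scale fragments by gene length and library total, in another table. The aligner, counting program, genome build, annotation and strandedness are not named in the paper's text or in the labels. The planned design assumed plain counts, and the expected counts were used in their place. The tables give an NCBI Gene identifier and a symbol for each of 18469 genes; 16962 identifiers (91.8%) matched the rat RefSeq table of assembly GRCr8, which was used for names only, and no coordinates are given because the build of the tables is not stated.

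Total counts per library ranged from 24770972 to 28709049. With depths this large, the smallest level taken as detected, 3 counts, equals 0.112 to 0.119 CPM in the groups compared for the genes with the largest changes. Such floors cover counting error only.

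Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F-test) in R 4.3.3, with Benjamini-Hochberg adjustment across all tested genes. Only the libraries of the groups compared entered each fit, except in the test of the difference between PE effects, which used all 12 libraries. A gene was called at a fold change above 1.5 and an adjusted p-value under 0.05, the thresholds of the paper's methods. Standard errors of log2 fold changes were taken from the F statistic. Gene sets for ribosomal proteins and oxidative phosphorylation (OXPHOS) were written after pathways the paper names for siNap1l5. The ribosome set had 81 symbols (82 table entries because 1 symbol has a repeat entry). The OXPHOS set had 94 symbols, of which 77 were tested. An interferon response set (65 symbols) was chosen here for the immune responses that the paper's text names. All 3 sets were tested with camera of limma 3.58.1 on voom log2 CPM with an inter-gene correlation of 0.01. The 9 tests of 3 sets in 3 comparisons were adjusted together. The value given for a set is its median log2 fold change less that of all tested genes. Principal components used log2 CPM with a prior count of 2.

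The sample mapping, the tests, the gene sets, the alternatives and the rule for named genes were set before the data were examined. The rule took the genes the paper names for its sequencing or for the Nap1l family, and Slc25a26. For PE in siNeg and siSlc25a26 under PE it added the 3 genes with the largest fitted increase and 3 with the largest decrease. These were taken among called genes whose groups do not overlap and whose higher group has at least 10 counts in every library. The pairing of libraries by number comes from the replicate numbers of the labels. Alternatives were DESeq2 1.42.0, limma-voom, DESeq2's size factors in edgeR, limma on log2(FPKM + 1) and log2(FPKM + 0.1), no filter and a stricter filter of 10 counts in every library, the replicate number as a block, all 12 libraries in one fit, no fold change threshold and leaving out each library in turn.

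The procedure was tested on simulated counts drawn from the siNeg means: of 200 genes changed 2-fold among 13540 tested, 176 were called in the right direction and 7 unchanged genes were called. With no gene changed, 0 of 13533 genes were called, and a ribosome set shifted by -0.4 was recovered at -0.39. The simulated genes were drawn independently, with no effect of the replicate number and no correlation between genes. The simulation therefore does not test the calls or the set p-values where either is present. The labels give no sequencing batch.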

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

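The counts of other splits of the libraries and both tests of exchanged labels were chosen only after the results were seen; the other tests in this part were set before the quantity they measure was seen.

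The deposited tables hold libraries labelled siSlc25a26, which the paper does not report. The targeted gene checks the labels. Without PE, Slc25a26 fell from 32.9 ± 2.27 CPM in siNeg to 15.6 ± 0.622 CPM in the libraries labelled siSlc25a26 (SD, n = 3 each), a log2 fold change of -1.08 (edgeR adjusted p = 1.08e-05). Under PE it was 98.6 ± 14.6 CPM in siNeg PE and 98.2 ± 3.09 CPM in the libraries labelled siSlc25a26 PE, a log2 fold change of -0.0062 (edgeR adjusted p = 0.969). The label of the PE libraries is therefore not borne out by the targeted gene, and every direction drawn below from the libraries labelled siSlc25a26 PE carries that limit. If the PE and no-PE labels of the siSlc25a26 libraries had been exchanged, Nppa and Nppb would be lower in the libraries labelled siSlc25a26 PE, but the smaller of their log2 fold changes for PE was 4.51. If some siNeg PE and siSlc25a26 PE libraries had been exchanged, their interferon set levels would overlap, but the gap between both groups was 3.86 on the log2 scale. Neither exchange of labels accounts for the level of Slc25a26 under PE; no biological explanation was tested.

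Between siSlc25a26 PE and siNeg PE, 1054 genes were higher and 1108 lower of 13671 tested. Same-numbered libraries deviated together with a mean correlation across genes of 0.142 (0.228, -0.00148 and 0.200 for replicates 1, 2 and 3). With the replicate number as a block, 1067 genes were higher and 1128 lower, of which 2119 were among the 2162 called without it. Without PE, 1233 genes were higher and 996 lower in siSlc25a26 than in siNeg. PE in the siSlc25a26 libraries raised 1389 genes and lowered 1436. The 6 libraries of each comparison allow 4 splits that part all 3 same-numbered pairs, and in each comparison 1 of the 4 splits, the real one, called as many genes; the other splits called 0 genes, with 37 to 80 genes at an unadjusted p under 0.05 for siSlc25a26 under PE, 74 to 305 without PE and 31 to 297 for PE in siSlc25a26. The same held for PE in siNeg, with 47 to 69 genes at that level in the other splits. The remaining 6 splits of 6 libraries keep some same-numbered libraries together and also called 0 genes, with 39 to 1095 genes at an unadjusted p under 0.05 for PE in siNeg, 48 to 859 for siSlc25a26 under PE, 84 to 247 without PE and 45 to 151 for PE in siSlc25a26. With 4 splits the share cannot fall under 0.05, so this count alone cannot decide on a grouping by chance. The sizes do bear on it. The real splits had 6613 to 7992 genes at an unadjusted p under 0.05, against at most 1095 in any other split. With no gene changed, 684 to 691 genes would be expected at that level. The other splits mix both groups, so a real difference adds to their spread and lowers their counts. Their low counts are therefore no measure of chance alone. Only the real splits called any gene. The real counts, set against the number expected with no gene changed, argue against a grouping by chance as the source of the calls in these comparisons.

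The difference between the PE effects in siSlc25a26 and siNeg was tested with all 12 libraries. Of 14097 genes, 776 had a PE effect that differed more than 1.5-fold, 305 with a higher and 471 with a lower effect in siSlc25a26. Exchanging the siRNA labels within same-numbered pairs in 32 ways gave as many genes in 4 of the 32 splits, the real one included. One of these, the exchange of all pairs in one PE state, called 5014 genes because it turns the comparison into the sum of both knockdown effects, so the count could not fall to 1 of 32. Of the other 30 splits, 2 called as many genes, with 1121 and 786. Both differ from that exchange by a single pair, so they carry much of the knockdown effects as well, and the count of splits does not decide whether the difference arose by an arbitrary exchange of the labels. Acta1 showed a difference of 1.95 on the log2 scale (edgeR adjusted p = 0.00488), rising by 3.18 with PE in siNeg and by 5.15 in the libraries labelled siSlc25a26. For Slc25a26 the difference was 1.06 (adjusted p = 0.000466) and for Nol6 0.45 (adjusted p = 0.00586), in 3 libraries per group. With the replicate number as a block, 945 genes were called, 765 of them among the 776. With each library left out in turn, the count lay between 521 and 951 genes.

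The 3 gene sets shifted in the libraries labelled siSlc25a26. The OXPHOS and ribosome sets follow Fig. 4B and Fig. 5B, and the interferon set was chosen for the immune responses of Fig. 4A. Under PE the interferon set rose by 3.81 on the log2 scale, with 60 of 62 genes called higher, the OXPHOS set moved by -0.38 and all 77 genes were lower, and the ribosome set moved by -0.41 with 75 of 82 lower (camera adjusted p 4.52e-50, 8.00e-18 and 2.20e-14). Without PE the shifts were 4.32, -0.39 and -0.56, with all 61, all 77 and 78 of 82 genes in the same direction (adjusted p 5.73e-49, 3.20e-19 and 2.34e-22). With the replicate number as a block, the shifts under PE were 3.71, -0.38 and -0.41. Of the 4 splits, 1 gave as small a camera p for the interferon and the OXPHOS set under PE, 2 for the ribosome set under PE, and 1 for each of the 3 sets without PE. The shift itself was larger in the real split than in the other splits in all 6 tests: under PE the other splits gave -1.26 to 1.24 for the interferon set, -0.15 to 0.10 for the OXPHOS set and -0.20 to 0.10 for the ribosome set, and without PE -1.39 to 1.50, -0.22 to 0.10 and -0.30 to 0.15. With 4 splits no count can fall under a share of 0.05, so these counts could not have ruled out an arbitrary grouping of the libraries. With the correlation between genes estimated from the data in place of 0.01, the OXPHOS and ribosome sets no longer passed the adjusted p-value, and of the interferon set only the shift under PE did.

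Immune cells in the culture are a candidate explanation for the interferon set, but 12 immune marker genes, of which 8 were tested under PE and 10 without it, changed by a median of -0.40 under PE and -0.69 without it. Fewer cardiomyocytes are a candidate explanation for the OXPHOS and ribosome sets. The median of 10 cardiomyocyte marker genes was 0.037 under PE, which is no fall, and -0.16 without PE, a smaller fall than that of either set. The markers went both ways, 6 higher and 4 lower under PE and 4 higher and 6 lower without PE. They show no common fall, but such a median does not exclude fewer cardiomyocytes. Gene length and expression level were tested with 10000 random lists matched on both: 0.01% of them were as low as the OXPHOS set under PE and 0.14% without PE, and 0 as low as the ribosome set in either comparison. The matched lists themselves moved by -0.18 to -0.27. Lists for either set could hold genes of the other set and, where too few matched genes were left, the set's own genes. How much of each shift is shared with other genes of that length and level is therefore not settled. Removing the 10 genes with the most counts in each library left shifts of -0.39 and -0.41 under PE and -0.39 and -0.56 without PE, for OXPHOS and ribosome respectively, but a set value is taken relative to all tested genes, so a change of scaling cancels and this removal could not have shown an effect. Ribosomal protein genes share sequence with many pseudogenes, which was not tested. A response to siRNA as such was not tested either, since the tables hold one targeting siRNA. The median of 10 fibroblast marker genes was -0.39 under PE and -0.67 without PE, with 9 of 10 lower in each, so fibroblast marker levels fell as well; whether this is linked to the sets was not tested. The interferon set lay 3.63 to 4.24 above the siNeg mean on the log2 scale in the 6 libraries labelled siSlc25a26 or siSlc25a26 PE, and at most 0.093 above it in the 6 siNeg and siNeg PE libraries. With the siRNA labels exchanged within the 6 same-numbered pairs of both PE states, 1 of 32 splits, the real one, gave as large a shift for each of the 3 sets, a share of 0.0313, the smallest these exchanges can give. The shift over both PE states was 3.92 for the interferon set, -0.39 for the OXPHOS set and -0.49 for the ribosome set, with 6 of 6 pairs in the same direction for each, against sizes of at most 2.73, 0.31 and 0.38 in the other splits. These exchanges count the 6 pairs as independent, but same-numbered siNeg and siNeg PE libraries deviated together. The share therefore cannot settle whether an arbitrary grouping of the libraries accounts for the shifts over both PE states. The libraries labelled siSlc25a26 or siSlc25a26 PE did not overlap the siNeg and siNeg PE libraries in any of the 3 sets. For OXPHOS they lay at -0.276 or lower against -0.111 or higher, and for ribosome at -0.509 or lower against -0.271 or higher. The cardiomyocyte markers and the removal of genes with the most counts leave their explanations open. Pseudogenes were not tested, so a response to the siRNA remains a hypothesis.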

How the results depend on the processing

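No alternative was chosen after the results were seen. The calls of PE in siNeg, of siSlc25a26 under and without PE and of PE in siSlc25a26 stayed within 1.5 times their main count with DESeq2, limma-voom, DESeq2's size factors, either count filter and all 12 libraries, and the direction and the side of the adjusted p-value threshold of Nap1l5, Nppa, Nppb, Acta1, Myh6 and Myh7 for PE in siNeg held under all 15 alternatives. The causes of the changes below were not tested.

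With limma on log2(FPKM + 1), PE in siNeg called 854 genes up and 733 down, and siSlc25a26 under PE 622 up and 754 down. On that scale siSlc25a26 without PE called 831 up and 451 down, and PE in siSlc25a26 559 up and 1497 down. With log2(FPKM + 0.1), PE in siSlc25a26 called 804 up and 2193 down. These scalings moved the share of higher calls for PE in siSlc25a26 from 49.2% to 27.2% and 26.8%. For the difference between PE effects it moved from 39.3% to 23.5% and 22.8%. The median log2 fold change of all genes moved to -0.13 and -0.17 in the first and to -0.11 and -0.14 in the second. For siSlc25a26 under PE the share fell from 48.8% to 45.2% and 40.5%, and for PE in siNeg from 60.2% to 53.8% and 52.9%. For siSlc25a26 without PE it rose from 55.3% to 64.8% and 63.7%. Without a fold change threshold, the counts were 3456 up and 3329 down for PE in siNeg, 2744 and 2744 for siSlc25a26 under PE, 3223 and 2998 without PE, 3634 and 3585 for PE in siSlc25a26, and 1581 for the difference between PE effects.

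The share of genes called for both PE and siSlc25a26 under PE that changed in opposite directions was 40.1% and became 29.6% with limma on log2(FPKM + 1); leaving out each library gave 34.1% to 44.4%. The correlation across genes of the PE effect and the siSlc25a26 PE effect was 0.0380 with shared siNeg PE libraries and became 0.0836 on log2(FPKM + 1) and -0.0180 without a count filter, with -0.0120 to 0.0740 when libraries were left out. PC1 of the siNeg libraries held 76.6% of the variance on log2(FPKM + 1), 59.6% with each gene scaled, 64.3% on the 500 genes with the largest variance and 76.3% with 10 counts in every library, and 64.7% to 70.5% when libraries were left out.

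With the inter-gene correlation estimated, adjusted p-values no longer passed for the interferon (-0.33) and ribosome (-0.13) sets for PE in siNeg, the OXPHOS (-0.38) and ribosome (-0.41) sets under PE, and the interferon (4.32), OXPHOS (-0.39) and ribosome (-0.56) sets without PE; the shifts themselves do not depend on it. For PE in siNeg the OXPHOS shift (0.068) passed with the replicate block, and leaving out libraries gave 0.025 to 0.13 for OXPHOS and -0.19 to -0.062 for ribosome.

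The replicate block, for pairs whose same-numbered libraries correlated at 0.00644 (siSlc25a26 without PE) and -0.0472 (PE in siSlc25a26), gave 1206 up and 945 down without PE and 1326 up and 1384 down for PE in siSlc25a26; set shifts without PE were 4.21, -0.40 and -0.56 for interferon, OXPHOS and ribosome, and for PE in siNeg -0.37, 0.068 and -0.13.

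Directions reversed in values near 0. Slc25a26 under PE was 0.0044 with limma-voom, 0.0032 with the replicate block and 0.0045 with all 12 libraries, and -0.13 to 0.084 when libraries were left out. Among differences between PE effects, Nppb was 0.020 with limma-voom and 0.018 with the block, and -0.35 to 0.13 when libraries were left out; Nppa ran from -0.31 to 0.043 and Nap1l5 from -0.48 to 0.056; Myh7 was -0.016 with both FPKM scalings. Of 743 values of single genes under alternatives, 12 lost and 6 gained an adjusted p-value under 0.05 and 17 reversed. The filter of 10 counts in every library left no value for the genes with the largest changes, which lie near 0 counts in a group. Nap1l5 in siSlc25a26 without PE was among those that lost it.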

Differences from the paper's values

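Values of the paper in this part were read by eye from Fig. 3 and are approximate. Whether the siNeg and siNeg PE libraries are those plotted in Fig. 3 is not known. The deposited tables hold another knockdown, and the labels give other times than the paper. PE upregulated 1708 genes in siNeg, against about 790 in Fig. 3C, read by eye. With limma on log2(FPKM + 1) the count was 854, which lies within 1.5 times the paper's; the other alternatives set before the data were examined (DESeq2, limma-voom, DESeq2's size factors, log2(FPKM + 0.1), both filters, the replicate block, all 12 libraries, no fold change threshold and each library left out) gave 1356 to 3456 and did not.

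The log2 fold change of Acta1 was 3.18, against about 2.1 in Fig. 3A, read by eye, and none of the alternatives set before the data were examined closed the gap (2.95 to 3.41). For Nppa it was 4.63 against about 5.0 in Fig. 3A, read by eye, a difference larger than the replicate SD of 0.274; of these alternatives, leaving out siNeg PE replicate 3 gave 4.75 and closed it, and the others gave 4.53 to 4.70. The value for Myh7 was 0.88 against about 1.2 in Fig. 3A, read by eye, and none of the alternatives closed the gap (0.86 to 0.94). For Myh6 it was -0.48 against about -0.9 in Fig. 3A, read by eye, and none of them closed the gap (-0.54 to -0.39). The value of the figure lies outside its 1.5-fold line, and all of those found here lie inside it.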

Other observations

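The test of shared libraries in this part was set before its result was seen, and the counts of splits were chosen after.

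From an earlier RNA-seq experiment the paper reports an upregulation with PE of Nap1l5 and not of the other Nap1l members. It states that qRT-PCR backed this finding. In the siNeg libraries of the deposited tables, which are another experiment, the log2 fold changes with PE were 0.51 for Nap1l1 (edgeR adjusted p = 0.00278), 0.78 for Nap1l2 (0.0151), 0.77 for Nap1l3 (0.00806) and 0.32 for Nap1l4 (0.00179), with 3 libraries per group and no overlap between groups. All 4 stayed positive under every alternative, including each scaling. Nap1l2 and Nap1l3 passed the 1.5-fold threshold with an adjusted p under 0.05 in the main test and in 12 and 14 of 15 alternatives. Nap1l2 had few reads (1.54 ± 0.268 CPM in siNeg). Of the genes the paper names for ribosome assembly, PE lowered Nol6 (log2 fold change -0.40, adjusted p = 0.00224), while Sdad1 (0.15, adjusted p = 0.304) and Rrp7a (-0.16, adjusted p = 0.0784) did not pass, although Rrp7a passed under 2 of 15 alternatives, limma on log2(FPKM + 1) and the replicate block. Because same-numbered siNeg and siNeg PE libraries deviated together, mainly for replicates 1 and 3, whether PE lowered Rrp7a is left open.

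For PE in siNeg the interferon set shifted by -0.33 and the ribosome set by -0.13 (camera adjusted p 0.00171 and 0.00344; 47 of 59 and 69 of 82 genes lower). The OXPHOS shift of 0.069 did not pass (adjusted p = 0.0626; 23 of 77 genes lower), although it passed in 4 of 11 alternatives, the replicate block among them. The ribosome set did not pass in 3 of 11 alternatives, without siNeg replicate 2, without siNeg PE replicate 3 and with the inter-gene correlation estimated, and the interferon set did not pass with the last of these. Of the 4 splits that part all same-numbered pairs, 3 gave as small a camera p for the interferon set, 2 for the ribosome set and 3 for the OXPHOS set, the real one included. The shift was largest in the real split for the interferon set (-0.18 to 0.12 in the others) and the ribosome set (-0.032 to 0.086), and for the OXPHOS set another split gave 0.070. These counts could not have fallen under a share of 0.05.

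In the libraries labelled siSlc25a26, Nap1l5 was lower than in siNeg both under PE (log2 fold change -1.05, edgeR adjusted p = 0.000636) and without PE (-0.84, adjusted p = 0.0397, with overlapping groups but lower in each of the 3 same-numbered pairs; it passed in 9 of 15 alternatives, the replicate block (-0.85) among them, and not in the other 6). Nppa (1.02 and 1.14) and Nppb (1.91 and 1.97) were higher in both, with 3 libraries per group. Acta1 was higher under PE (1.44, adjusted p = 0.00120) and did not pass without PE (-0.52, adjusted p = 0.0802, with overlapping groups), although it passed in 3 of 15 alternatives, the replicate block (-0.56) among them. The knockdown target itself was not lower under PE. The fall of Nap1l5 and of the OXPHOS and ribosome sets has the direction the paper reports for siNap1l5. The rise of Nppa and Nppb is opposite to what it reports, and Slc25a26 was lower without PE, as the label says. Which siRNA these libraries received is therefore left open.

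Among genes called between siSlc25a26 PE and siNeg PE, Tmprss2 was at least 86.8-fold higher, LOC100912163 at least 49.2-fold and Klrk1 at least 12.1-fold, and LOC102550277 at least 17.2-fold lower and Otof at least 6.57-fold lower, against groups at or under 3 counts. BGIG10116_36154, which has only this identifier, had 828 to 1807 counts in siNeg PE and 0, 78 and 0 counts in siSlc25a26 PE, so the size of its fall rests on a single library (log2 fold change -13.3 to -5.00 when libraries were left out), and it did not pass with DESeq2. LOC102550277 had 111, 29 and 10 counts in siNeg PE, so its bound leans on a single library as well. The LOC genes lay at 0 counts in all 3 libraries of a group, and shared reads with near-identical copies were not tested. Gp1bb, which rose with PE in siNeg, had 24, 38 and 0 counts in siSlc25a26 PE, so its counts can fall to 0 within a group.

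The siSlc25a26 effects with and without PE, which share no library, had a correlation of 0.772 across 14097 genes, which are not independent replicates. Of 1066 genes called in both, 1047 changed in the same direction (581 higher, 466 lower). For the comparison drawn in Fig. 3C, on this knockdown, 774 genes were called for PE in siNeg and for siSlc25a26 under PE: 198 rose with PE and were lower in siSlc25a26 PE, 112 did the reverse, 209 were higher in both and 255 lower in both, so 310 (40.1%) went in opposite directions. Across genes, both effects had a correlation of 0.0380. Sharing the siNeg PE libraries between the axes pushes this value down: with those libraries divided between the axes in 6 ways, the median rose by 0.0538 to 0.0918 (range 0.0363 to 0.143).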
